A study of Homo sapiens with 4 samples.

How the data were processed

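Gene expression was measured by NanoString digital counting, in which colour-coded probes bound to single RNA molecules are counted without amplification. The samples were total RNA from 4 lines of HAP1, an established near-haploid human cell line: 2 wild-type lines, numbered 1 and 7, and 2 MATR3 knockout lines, numbered 1 and 5. The lines were bought from a supplier per the labels' protocols. The numbers are clone or batch numbers of that supplier, which could not be told apart here. No culture, extraction or assay date was used here, so a batch effect could not be separated from genotype.

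The table held 785 gene probes and 14 control probes, of which 6 were positive and 8 were negative controls. The deposited gene values were a normalised signal; the values themselves showed that the authors had multiplied each sample's whole probe counts by 1 factor. The factor was 1.04 for wild-type line 1, 0.856 for wild-type line 7, 1.11 for knockout line 1 and 1.04 for knockout line 5. In every sample 100.0% of the gene values above the lowest steps were whole multiples of that factor, within a tolerance of 0.006. The deposited control probe values were unscaled whole counts. In wild-type line 7, 4 gene values stood at exactly 1.00, above the value of a single count, so that the whole-count pattern there held only above this floor. The labels name no normalisation method. Of the 8191 subsets of 13 common reference genes, 1 subset of 10 genes had a geometric mean equal in all 4 samples, within 1.04e-05 on the log2 scale, and the next best subset differed by 0.01. These 10 genes were ABCF1, ALAS1, GUSB, HPRT1, MRPS7, NMT1, OAZ1, PGK1, SDHA and TBP. This matches scaling on those reference genes, inferred from the values only. Whether a background was subtracted is not stated in the labels.

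Dividing by the factors gave total gene counts of 464120 and 571767 in wild-type lines 1 and 7, and of 448610 and 495920 in knockout lines 1 and 5. A background limit for each sample was set at the mean plus 2 SD of its negative control probes, multiplied by the sample's factor. The limit was 25.7 and 21.1 normalised counts in wild-type lines 1 and 7, and 19.5 and 21.7 in knockout lines 1 and 5. Precision followed abundance. The median standard error of a log2 fold change was 0.40 for tested genes with a mean under 50, 0.24 from 50 to 100 and 0.07 above 1000.

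The comparison of knockout and wild type used limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend) on log2(value + 1), without covariates. Genes with a mean of 20 or more over the 4 samples were tested, which left 514, and control probes were left out. The threshold was a Benjamini-Hochberg adjusted p under 0.05 over all tested genes. Fold changes are on the log2(value + 1) scale, which understates the change of low genes. Gene lists were tested with camera at a preset inter-gene correlation of 0.01, with fry and camera with an estimated correlation beside it, and adjusted over the 4 lists. The lists held interferon-stimulated genes, members of the sensing pathway around cGAS and STING, NF-kB targets and MHC class I genes. All p-values from limma, edgeR, camera and fry are two-sided.

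The test, the filter, the threshold, the lists, the rule for naming genes and most alternatives were fixed before the data were examined. Under that rule the text names the 8 genes with the largest increase and the 8 with the largest decrease among genes past the threshold whose knockout samples both lay on the same side of both wild-type samples. It also names CGAS, STING1, IRF3, TBK1, IFNB1, ISG15, IFIT1 and MX1 in any case. MATR3 was to be named where measured, but was not among the gene probes used and is not analysed here. Other genes named in the text were chosen after their values were seen, except members of the fixed lists that passed the threshold.

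Alternatives chosen beforehand were scaling on a list of housekeeping genes, scaling to equal sample medians, no filter, a filter at a mean of 50, a filter at the background limit, limma without the trend, a pseudocount of 10, the other list tests, the crossed pairing of lines and leaving out each sample. Alternatives added after the data had been seen were scaling on the reference genes without TBP, scaling on the positive control probes, cyclic loess, and the quasi-likelihood test of edgeR 4.0.16 on the recovered whole counts, with the authors' factors or with TMM factors. The recovered counts of wild-type line 7 rest on a reading of the step above the floor of 1.00, because an automatic check that starts from the smallest value did not find the step in that sample.

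The fit was tested on simulated counts drawn from the means and totals of these samples. With 199 of 514 genes changed by known factors of at least 2-fold, limma recovered 98.0% with 1 false call, and edgeR gave the same share and number. Smaller changes were not simulated. With no gene changed, both called 0 of 508 genes. In a separate simulation in which 1 list was raised, camera and fry picked out that list. The simulated spread was that of the counts alone under a fitted dispersion, so it does not hold the sample-wide shifts of low genes described in the closing section.

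Gene names were set against the GRCh38.p14 gene table, where 768 of the 785 names matched, 765 of them as current symbols. The table was used for names and for the order of neighbouring genes only, as the deposited table names no genome build. Figures were drawn with matplotlib 3.10.9.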

Results

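NanoString counts of 785 genes were compared between 2 wild-type and 2 MATR3 knockout lines of HAP1, a near-haploid human cell line used for gene knockouts. MATR3 encodes matrin 3, a nuclear matrix protein that binds RNA and DNA. The series title names activation of cGAS and STING, the cytosolic DNA sensor and its adaptor, as the subject, and the comparison asks which genes of the panel differ between the genotypes. MATR3 itself was not analysed here, so the expression values do not check the genotype labels.

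Total gene counts ranged from 448610 in knockout line 1 to 571767 in wild-type line 7. HSP90AA1 was the most abundant gene in all 4 samples, with 9.31% to 11.1% of the counts, and the 5 most abundant genes took 29.6% to 31.5%. Between 409 genes, in knockout line 5, and 558 genes, in wild-type line 7, lay above the background limit of their sample, and 389 did so in all 4 samples. The counts of the 2 lines of a group differed by more than sampling noise, with a chi-square per degree of freedom of 4.33 between the wild-type lines and 3.47 between the knockout lines.

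Of the 514 genes tested with limma, 42 passed an adjusted p of 0.05, of which 32 were higher and 10 were lower in the knockout. Among them 10 rose and 6 fell by at least 2-fold. In all 42 genes both knockout values lay on the same side of both wild-type values. Over all tested genes the groups were separated in this way in 273 (53.1%), where chance gives 33.3% for a single gene. Genes share sample-wide shifts, as 83.2% of the 173 genes with a mean from 20 to 50 were lower in the knockout. The excess therefore does not show a broad difference between the genotypes. Without moderation of the variance by abundance, which is the alternative that moved the number most, limma called 4 genes. The edgeR test on the recovered counts called 41 genes, all 41 of them among the 42. The number rose to 77 without knockout line 1 and was 29 without knockout line 5.

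**Figure D1:**
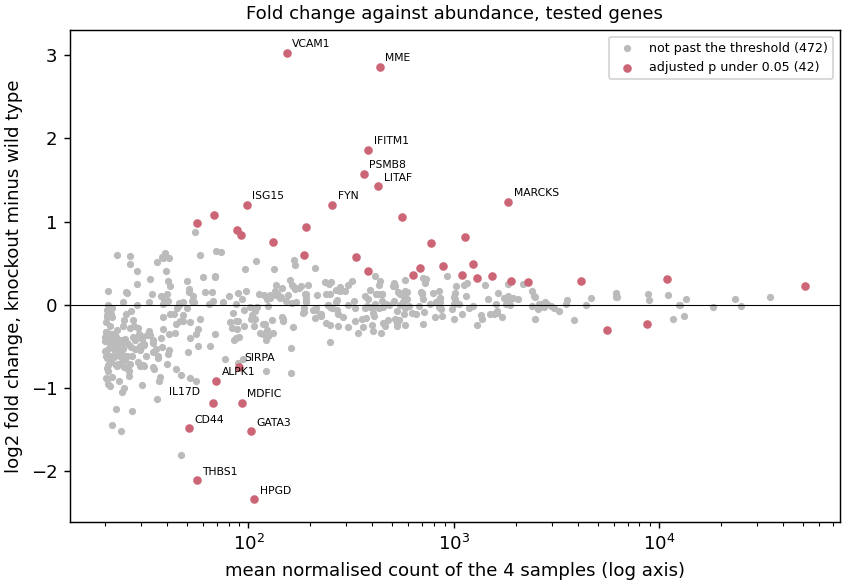
Log2 fold change (knockout minus wild type) of each of the 514 tested genes against its mean normalised count over the 4 samples on a log axis, with the 42 genes past an adjusted p of 0.05 in red and the 16 genes of largest change named. VCAM1, at 3.03, and MME, at 2.86, had the largest increases, and HPGD, at -2.34, and THBS1, at -2.11, the largest decreases.

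The largest increase was that of VCAM1, a cell adhesion molecule, which reached 274 normalised counts in both knockout lines against 32.9 ± 6.70 (SD, n = 2) in the wild type. Its log2 fold change was 3.03 ± 0.20 (SE; limma adjusted p = 5.68e-06). MME, the membrane metalloendopeptidase CD10, rose from 101 ± 9.10 to 771 ± 294 (SD, n = 2), a log2 fold change of 2.86 ± 0.21 (SE; adjusted p = 5.68e-06). The knockout lines differed in size here, at 978 in line 1 and 563 in line 5. LITAF rose from 232 ± 2.14 to 624 ± 12.3 (SD, n = 2), or by 1.42 ± 0.11 (SE; adjusted p = 5.68e-06).

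The interferon-inducible genes IFITM1, PSMB8 and ISG15 were among the 8 largest increases. IFITM1 rose from 161 ± 15.4 to 605 ± 199 (SD, n = 2), a log2 fold change of 1.86 ± 0.19 (SE; limma adjusted p = 6.09e-05). Its paralog IFITM3 had a log2 fold change of -0.80 and did not pass the threshold (adjusted p = 0.0868). PSMB8, a subunit of the immunoproteasome, rose from 179 ± 28.4 to 548 ± 176 (SD, n = 2), or by 1.58 ± 0.19 (SE; adjusted p = 0.000274). ISG15 rose from 58.7 ± 0.438 to 138 ± 26.9 (SD, n = 2), or by 1.21 ± 0.21 (SE; adjusted p = 0.00387). All 3 passed the threshold without any 1 of the samples and lost it only under limma without the trend, where their adjusted p lay between 0.095 and 0.118.

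MARCKS rose from 1099.8 ± 165 to 2581 ± 50.8 normalised counts (SD, n = 2), a log2 fold change of 1.24 ± 0.10 (SE; limma adjusted p = 7.53e-06). FYN rose from 155 ± 13.0 to 358 ± 48.4 (SD, n = 2), or by 1.20 ± 0.14 (SE; adjusted p = 0.000229). Both genes lie in a stretch of chromosome 6 in which all 7 well-counted panel genes, in gene order FYN, MARCKS, MAP3K5, IL20RA, TAB2, SOD2 and TBP, were higher in both knockout lines. Their log2 fold changes ranged from 0.65 to 1.24. The 22 other genes of that chromosome with a mean of 50 or more had a median of 0.10. TBP, at 0.75 ± 0.09 (SE; adjusted p = 0.000274), is also 1 of the 10 reference genes that the scaling equalised.

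**Figure D2:**
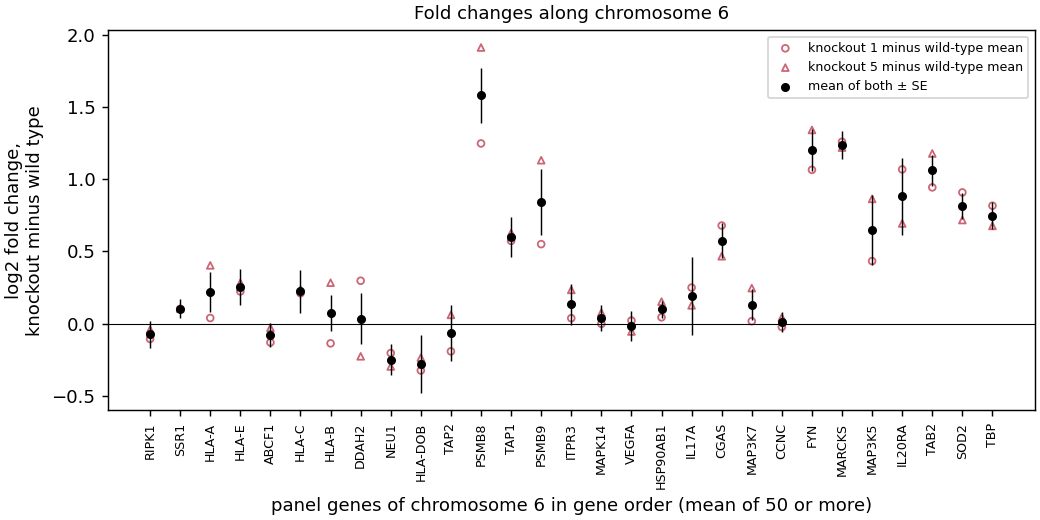
Log2 fold change (knockout minus wild type) of the 29 panel genes of chromosome 6 with a mean of 50 or more, in gene order along the horizontal axis. Black points are the mean of both knockout lines with the limma SE, and open symbols are the difference of each knockout line from the wild-type mean. The last 7 genes lie between 0.65 and 1.24, while CCNC, just before them, lies at 0.01.

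Among the decreases, HPGD fell from 179 ± 28.4 to 34.5 ± 3.15 normalised counts (SD, n = 2), a log2 fold change of -2.34 ± 0.22 (SE; limma adjusted p = 3.66e-05). The wild-type values of HPGD and PSMB8 were equal in the table, in both lines. THBS1 fell by 2.11 ± 0.47 on the log2 scale (SE; adjusted p = 0.017), from 88.8 ± 13.5 (SD, n = 2) to 36.7 in knockout line 1 and 10.4 in knockout line 5. The value in knockout line 5 lay below its background limit of 21.7. The log2 fold change of THBS1 was -1.24 without knockout line 5 (adjusted p = 0.016) and -2.97 without knockout line 1 (adjusted p = 1.25e-06), so its size rested on that value. GATA3 fell from 153 ± 11.4 to 52.9 ± 8.59 (SD, n = 2), a log2 fold change of -1.52 ± 0.21 (SE; adjusted p = 0.00058). CD44 had a log2 fold change of -1.48, MDFIC of -1.18, IL17D of -1.17, ALPK1 of -0.91 and SIRPA of -0.74, with adjusted p from 0.00331 to 0.0452. In the knockout CD44 was at 26.4 ± 2.01 (SD, n = 2), close to the background limit. Leaving out samples moved some of these calls. CD44 lost its call without wild-type line 1, with an adjusted p of 0.0551. IL17D lost it without knockout line 5, with an adjusted p of 0.0574. ALPK1 lost it without wild-type line 1 (adjusted p = 0.123), wild-type line 7 (0.0502) or knockout line 5 (0.0864). SIRPA lost it without wild-type line 7 (adjusted p = 0.233), knockout line 1 (0.0787) or knockout line 5 (0.0893).

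**Figure D3:**
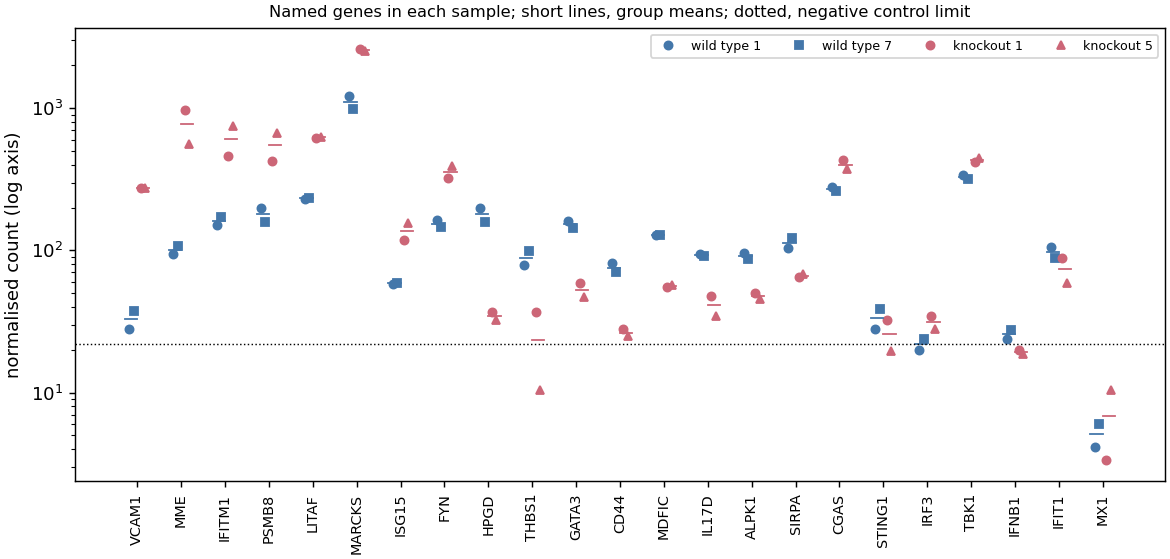
Normalised count, on a log axis, of each named gene in each of the 4 samples, with wild-type lines in blue, knockout lines in red and short lines at the group means (n = 2). The dotted line marks the mean background limit of 22, which STING1, IRF3 and IFNB1 lie close to and MX1 lies below.

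The genes of the sensing pathway itself changed less. CGAS rose from 269 ± 12.3 to 401 ± 41.8 normalised counts (SD, n = 2), a log2 fold change of 0.57 ± 0.12 (SE; limma adjusted p = 0.0137). Without knockout line 1 its adjusted p was 0.0621. TBK1 rose from 327 ± 14.4 to 435 ± 21.2 (SD, n = 2), or by 0.41 ± 0.11 (SE; adjusted p = 0.0411). It lost the threshold in 6 of 16 alternatives, among them those without wild-type line 7 (adjusted p = 0.132) and without knockout line 5 (0.222). STING1 was at 33.3 ± 7.30 in the wild type and 26.0 ± 8.84 in the knockout (SD, n = 2), and its log2 fold change of -0.37 ± 0.38 (SE) was within its error (adjusted p = 0.584). IRF3 had a log2 fold change of 0.50 ± 0.37 (SE; adjusted p = 0.46) and IFNB1 of -0.39 ± 0.39 (SE; adjusted p = 0.579). IFNB1 was at 25.7 ± 2.39 in the wild type and 19.4 ± 0.919 in the knockout (SD, n = 2), near the background limit. No change in STING1, IRF3 or IFNB1 was detectable at these levels. IFIT1, at 97.2 ± 11.6 and 73.6 ± 20.2 (SD, n = 2), had a log2 fold change of -0.42 ± 0.24 (SE; adjusted p = 0.347). MX1 was below the filter, with 4.17 and 5.99 in the wild-type lines and 3.34 and 10.4 in the knockout lines.

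Of the interferon-stimulated list, 34 genes were tested, of which 20 were higher and 14 lower in the knockout. Their median log2 fold change was 0.11 and their mean 0.03. Over all tested genes 6 passed the threshold, all of them higher: IFITM1, PSMB8, ISG15, PSMB9, TAP1 and BST2. BST2 rose by only 0.27 and lost its call in 8 of 16 alternatives, among them those without wild-type line 1 (limma adjusted p = 0.203), knockout line 1 (0.0909) or knockout line 5 (0.0957). Adjusted over the list alone, 7 passed, the added gene being IFITM3, which was lower. The list as a whole did not pass with camera (adjusted p = 0.0742), fry (adjusted p = 0.155) or camera with an estimated correlation (adjusted p = 0.611). Over the alternatives, camera with its preset correlation ranged from an adjusted p of 0.0148, with a filter at a mean of 50, to 0.246, with samples scaled on the reference genes without TBP. Besides the filter at 50, it passed with cyclic loess (0.0222), under limma without the trend (0.0448) and without wild-type line 7 (0.0343).

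**Figure D4:**
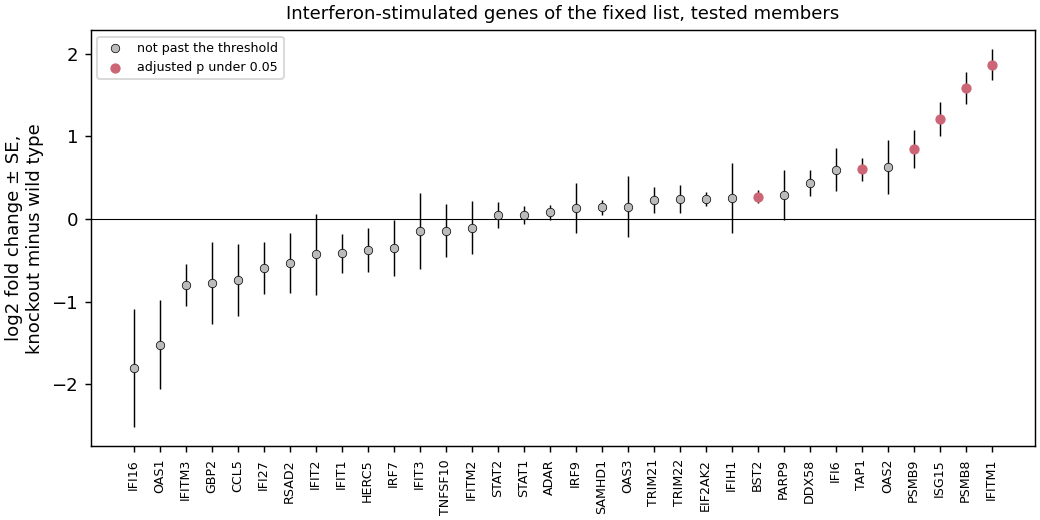
Log2 fold change (knockout minus wild type) with its limma SE for the 34 tested genes of the interferon-stimulated list, sorted by size, with the 6 genes past an adjusted p of 0.05 in red. Values run on both sides of 0, with 20 genes higher and 14 lower in the knockout.

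The MHC class I list was the only 1 of the 4 lists to pass with camera (adjusted p = 0.0365), with a median log2 fold change of 0.22 over 10 genes, 7 of them higher. It did not pass with fry (adjusted p = 0.343) or with an estimated correlation (adjusted p = 0.681). The 3 genes past the threshold, the same over all tested genes and adjusted over the list alone, were PSMB8, PSMB9 and TAP1. PSMB9 had a log2 fold change of 0.84 ± 0.23 (SE; limma adjusted p = 0.0466) and TAP1 of 0.60 ± 0.14 (SE; adjusted p = 0.0242). These 2 calls and that of the list were lost without knockout line 5, where the adjusted p was 0.346 for PSMB9, 0.125 for TAP1 and 0.225 for the list. TAP1 also lost its call without wild-type line 7 (adjusted p = 0.0594). The sensing pathway list (18 genes, median 0.02, mean -0.14, camera adjusted p = 0.632) did not pass, with fry (adjusted p = 0.343) or with an estimated correlation (adjusted p = 0.681) either. Its 2 genes past the threshold were CGAS and TBK1 by either adjustment. For the 13 tested NF-kB targets the median was -0.21, the mean was 0.13, and the camera test pointed up without passing (adjusted p = 0.265). Adjusted p-values of this list were 0.354 with fry and 0.681 with an estimated correlation, and its 2 genes past the threshold were VCAM1 and SOD2 by either adjustment.

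The knockout lines were compared with each other through differences against separate wild-type lines, so that no control was shared. Across the 514 genes, which are not independent replicates, the differences of knockout 1 minus wild type 1 and knockout 5 minus wild type 7 had a Pearson correlation of 0.417 and a Spearman correlation of 0.346. With the pairs crossed these were 0.643 and 0.556. For the 341 genes with a mean of 50 or more, the Pearson correlation was 0.701 and the Spearman correlation was 0.465. The SD over genes of the log2 difference between the wild-type lines was 0.32, that between the knockout lines was 0.48, and that of the knockout mean minus the wild-type mean was 0.50. With a mean of 50 or more the 3 values were 0.22, 0.28 and 0.47.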

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

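The test in this part was chosen after the result was seen. Among the 271 genes below the filter, which the knockout comparison of the report left out, IL17RC was the only gene above the background limit in both knockout lines and below it in both wild-type lines, and 0 genes showed the opposite. It was at 21.1 and 23.9 normalised counts in knockout lines 1 and 5, a mean of 22.5, against 17.7 and 16.3 in wild-type lines 1 and 7. With 42 counts in the knockout and 36 in the wild type, an exact two-sided binomial test on the scaled totals gave p = 0.213, so counting noise may explain the difference. Groups of 2 samples allowed no search for a deviating sample.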

How the results depend on the processing

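The values under the reference genes without TBP, positive control scaling, cyclic loess and edgeR come from alternatives chosen after the results were seen, and the others had been chosen beforehand. Alternatives chosen beforehand that applied only to a table of raw counts (DESeq2, its size factors and limma in place of edgeR) were not run. No paired analysis was possible because the groups share only the number 1.

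The number of genes past the threshold, 42, lay between 32 and 62 under every scaling, filter, pseudocount and edgeR setting except cyclic loess, which gave 69. Limma without the trend gave 4, of which 2 were higher and 2 lower. That setting had a prior of 1.81 degrees of freedom in place of 9, which leaves less variance information to borrow. The variance estimates of the other settings differed too. VCAM1 had an adjusted p of 5.68e-06 in the report, 2.82e-20 with positive control scaling and 5.34e-23 with cyclic loess. Its log2 fold changes there were 3.03, 3.05 and 3.02. Adjusted p-values and numbers of calls are therefore not on an equal footing between these limma settings. Without single samples the number ranged from 29 to 77, with 20 to 38 higher and 9 to 47 lower. It was 77 without knockout line 1, with 47 lower, and 29 without knockout line 5, with 20 higher. The lone sample left in a group is assumed there to vary like the other group. Of the 42 genes, 36 and 34 kept their call without wild-type lines 1 and 7, 33 without knockout line 1 and 26 without knockout line 5, and 0 reversed. The split of 32 higher and 10 lower genes became 54 and 8 with the reference genes without TBP, 40 and 29 with cyclic loess, and 22 and 10 with positive control scaling, which kept 29 of the 42 calls. All scalings moved the median log2 fold change by up to 0.08. The edgeR test called 41 genes, or 48 with TMM factors.

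Of the 16 genes named for their size, 4 kept their call in all alternatives, 8 lost it only under limma without the trend, and ALPK1, CD44, IL17D and SIRPA also lost it elsewhere. SIRPA lost it in 8 of 16 alternatives, and 0 of the 16 reversed. Of genes that were not called, IFNB1 turned to 0.058 with cyclic loess, IFITM2 to 0.13 with cyclic loess, and TAP2 to 0.016 with the reference genes without TBP. Without single samples IFITM2 ranged from -0.48 to 0.27, the latter without knockout line 5, and TAP2 from -0.19 to 0.061, above 0 without wild-type line 1 or knockout line 1. CCNC, at 0.0095 with all samples, was at -0.013 with the housekeeping list, at -0.037 with cyclic loess, and from -0.044 to 0.063 without single samples. The cause of these reversals was not tested.

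The lists depended on the setting. The interferon-stimulated list passed with a filter at a mean of 50 (adjusted p = 0.0148), under limma without the trend (0.0448) and with cyclic loess (0.0222), and moved away to 0.246 with the reference genes without TBP. Without single samples it ranged from 0.0343, without wild-type line 7, to 0.15, and over all its alternatives from 0.0148 to 0.611. The NF-kB list passed with cyclic loess (0.0233), and ranged from 0.0343, without wild-type line 7, to 0.661, and over all alternatives from 0.0233 to 0.681. The MHC class I list did not pass with a filter at the background limit (0.0698), the reference genes without TBP (0.0752), fry (0.343) or an estimated correlation (0.681). Without single samples it ranged from 0.00325 to 0.225, the latter without knockout line 5, and over all alternatives from 0.00325 to 0.681. The sensing list did not pass anywhere, but its direction reversed without wild-type line 7 or knockout line 5, with adjusted p from 0.627 to 0.829 without single samples. The cause was not tested for any list.

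The Pearson correlation of the knockout lines was 0.643 with the pairs crossed, 0.233 without a filter and 0.701 with a mean of 50 or more. The Spearman correlation was 0.556, 0.215 and 0.465 in the same order. Without a filter the SD over genes was 0.50 between the wild-type lines, 0.58 between the knockout lines and 0.52 between the group means, and with a mean of 50 or more it was 0.22, 0.28 and 0.47. Low genes were measured least precisely, with a median standard error of 0.40 for means under 50 and 0.07 above 1000. None of the 173 genes with a mean from 20 to 50 was called by limma in the comparison of the report or by edgeR on the recovered counts. In that limma comparison 12 of them had an unadjusted p under 0.05. Depth was not shown to be the cause, and the simulated data cannot settle this. Their recovery of 98.0% of 199 changed genes among 514 covers genes of all tested abundances and only changes of at least 2-fold.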

Other observations

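All tests in this part were chosen after the results had been seen.

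With limma, 1 of the 3 ways to divide the 4 samples into groups of 2 gave as many genes as the real one, namely the real one itself. The other divisions gave 0 genes each at an adjusted p under 0.05, with 0 and 9 genes at an unadjusted p under 0.05, against 42 and 102 for knockout and wild type. With 3 divisions a chance division of the samples cannot be excluded by this count.

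The 7 last well-counted panel genes of chromosome 6 formed a run of increases in the knockout. In a scan of 339 genes with a mean of 50 or more, in gene order, the longest run of genes above a log2 fold change of 0.50 was these 7, and the next longest was 3. In a permutation test with 10000 shuffles of the fold changes over gene positions, none had a run of 7, and the longest was 4, so that the one-sided permutation p was 1e-04, the smallest the shuffles can give. The run was also the longest with a threshold of 0.25 (permutation p = 0.0012) and with the filter at 20, where PRDM1, at 0.58, lengthened it to 8. PRDM1 adds no support, with an SE of 0.43 and a limma adjusted p of 0.46. It was at 43.4 in knockout line 1, but its 21.85 in knockout line 5 lay below the 23.1 of wild-type line 7. A trend with abundance is argued against, since the median of the run was 0.99 after cyclic loess. The size of the run did not rest on the reference genes, with a median of 0.90 when samples were scaled on the positive control probes. Scaling shifts all genes of a sample nearly alike, so this value is no separate test of a rise relative to neighbouring genes. An extra copy of the region in both knockout lines is a candidate explanation. If these lines were near-haploid, as HAP1 is described, a gain of 1 copy would give about 1 on the log2 scale. Their ploidy was not measured here, and with more copies to start from the expected value would be smaller. The median was 0.88, with 0.94 in knockout line 1 and 0.86 in knockout line 5, and the wild-type lines differed by -0.16. The 5 genes before the run had a median of 0.13, from 0.01 to 0.57, the latter being CGAS, which lies outside the run with MAP3K7 (0.13) and CCNC (0.01) between. Joint regulation of these genes after the loss of MATR3 stays open as well, since DNA copy number was not analysed here. The run holds 5 of the 42 genes past the threshold (FYN, MARCKS, TAB2, SOD2 and TBP), which leaves 37 outside it. A gain shared by both knockout lines could also mean that these lines share an origin, which was not examined here. They would then not be the independent replicates that limma assumes. Differences outside the run could in that case belong to that origin and not to the loss of MATR3.

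TBP belongs to this run and to the 10 reference genes. Scaling on the positive control probes, which uses no gene, left its log2 fold change at 0.77, so scaling is argued against as the cause of its increase. Of the other 9 reference genes only OAZ1 passed the threshold, at -0.24, and it lost its call in 7 of 16 alternatives, the reference genes without TBP among them. A rise in TBP lowers the scaled values of all other genes in the knockout, which is consistent with the 54 increases found with the reference genes without TBP.

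Low genes shifted between samples as a block. For the 173 genes with a mean from 20 to 50, the median deviation from the gene mean on the log2 scale was 0.10 and 0.29 in wild-type lines 1 and 7, and 0.00 and -0.41 in knockout lines 1 and 5. In 83.2% of them the knockout mean was lower, against 45.5% of the genes from 100 to 1000. Knockout line 5 was lower than wild-type line 7 by a median of -0.73. The negative control probes differed by -0.11 between these lines, with a 95% counting interval from -0.59 to 0.37, so their background is argued against as the whole cause. The total count is argued against for the low values of knockout line 5, since knockout line 1 and wild-type line 1 had smaller totals and were higher, by a median of 0.39 and 0.51. For the high values of wild-type line 7, its total of 571767, the highest of the 4, cannot be told apart from other properties of that sample, as only 1 sample shows them. A list of 48 lymphoid genes, written for this test, was used as a set that HAP1 should not express, and 46 of them had a mean under 50. The 34 with a mean of 10 or more shifted by -0.83 between the same lines. At matched abundance the lymphoid genes shifted by -0.56 and the 144 other genes by -0.81 for means from 10 to 20, and by -1.09 and -0.69 for means from 20 to 50, with 16 lymphoid genes in either range. Signal at probes of genes that are not expressed may therefore contribute to the shift. Small decreases of low genes, in the interferon-stimulated list too, share this shift. In the comparison of the report no gene with a mean under 50 was called, the lowest mean of a called gene being 51.1. This did not hold in every alternative, as IFI16, with a mean of 46.8, passed with positive control scaling and with cyclic loess.

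IFITM1 rose while IFITM3 did not. Counts of IFITM3 read as IFITM1 would raise IFITM1 only if IFITM3 rose too. The log2 ratio of IFITM1 to IFITM3 was 0.11 and 0.05 in the wild-type lines and 1.98 and 3.51 in knockout lines 1 and 5, a difference of 2.66 between genotypes, against at most 1.53 between lines of 1 genotype. This difference is that of the 2 fold changes and no separate measurement. IFITM3 stayed between -1.22 and -0.37 in all 16 alternatives, so counts shared with it are argued against as the cause of the rise. IFITM1 was higher and IFITM3 lower under all scalings tried. IFITM3, not called in the report, passed the threshold in 4 of 16 alternatives. These were limma without wild-type line 1, at -0.93, and without knockout line 1, at -1.22, each with 1 sample left in a group. The others were positive control scaling, at -0.78 (limma adjusted p = 0.0284), and cyclic loess, at -0.82 (0.00358). Under both scalings the fold change was close to the -0.80 of the report, so the passes under them came from smaller variance estimates. Over all alternatives its adjusted p ranged from 0.00154 to 0.484. The cause of the difference in size between the knockout lines stays open.

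PSMB8, TAP1 and PSMB9 are neighbours in the MHC region and rose by 0.60 to 1.58. The 10 well-counted genes around them, 5 on each side, had a median of 0.036 and ranged from -0.28 to 0.19, so a gain in copy number that reaches these genes is argued against. Among the flanking genes TAP2 was at -0.07, and at 0.016 with the reference genes without TBP. An increase in the transcription of the 3 genes, which respond to interferon, stays open and was not tested.

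IFI16, a DNA sensor of the interferon-stimulated list, differed between the wild-type lines. It was at 128 normalised counts in wild-type line 1, 23.1 in wild-type line 7, 7.79 in knockout line 1 and 28.1 in knockout line 5. The value in knockout line 1 lay below its background limit of 19.5, so fold changes that rest on it, those without wild-type line 7 or knockout line 5 in particular, are uncertain in size. Wild-type line 1 was 5.55-fold above wild-type line 7, with a 95% counting interval from 3.64 to 8.77. None of the 341 genes with a mean of 50 or more differed 2-fold between these lines. The largest excess in wild-type line 1 among them was 0.66, of ULK1, which speaks against a large share of other cells in that sample. A small share cannot be told apart from a difference between the wild-type lines themselves. The levels of these genes in HAP1 would hide a small share, and genes of lower level lie near background. The log2 fold change of IFI16 in the knockout, -1.80, was not past the threshold (limma adjusted p = 0.188). It was -0.59 without wild-type line 1 (adjusted p = 0.818). It passed in 4 of 15 alternatives. These were limma without wild-type line 7, at -3.02, and without knockout line 5, at -2.67, each with 1 sample left in a group. The others were positive control scaling, at -1.79 (limma adjusted p = 0.00824), and cyclic loess, at -1.44 (0.00599). Neither scaling enlarged the fold change, so the passes under them came from smaller variance estimates and are no added evidence of a difference.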
